A study of Homo sapiens with 24 samples. Its data were reported in "Molecular pathway profiling of T lymphocyte signal transduction pathways; Th1 and Th2 genomic fingerprints are defined by TCR and CD28-mediated signaling" (2012).

How the data were processed

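Jurkat E6.2.11 cells, a human T cell leukaemia line, were grown in DMEM F12 medium with serum and plated in flasks the day before stimulation. The cells were left untreated or were stimulated with antibodies against CD3 and CD28 (CD3/CD28), with the phorbol ester PMA and anti-CD28 (PMA/CD28), or with PMA and anti-CD3 (PMA/CD3). PMA was used at 10 ng/ml and each antibody at 1 µg/ml. Cells were harvested after 1 h or 8 h. Total RNA was purified on RNeasy columns, converted to biotin-labelled cRNA with the Affymetrix One-Cycle kits and hybridized to Affymetrix Human Genome arrays, which hold short oligonucleotide probes grouped in probe sets. The 24 arrays form 8 groups of 3, which were taken from the sample labels. The labels do not say whether the replicates came from separate cultures, so the p-values measure only the spread between these samples, which may be technical.

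The values deposited by the authors are 1 intensity per probe set and array on a linear scale, after background subtraction. The labels name GCOS, the manufacturer's software, without a version. The methods of the study describe normalization with gcrma. The deposited values were not on a log scale: 19.8% of them lay below 0, and the medians of the arrays ran from 13.1 to 21.5, a ratio of 1.65. The summary algorithm behind these intensities is not given in the sources used here. The test had been planned for log2 values. The intensities were therefore converted before testing, and the test itself was kept.

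The intensities were quantile normalized over the 24 arrays, values below 16 were set to 16, and log2 was taken. The planned floors at percentile 5 and percentile 1 of all values were negative (-8.42 and -20.1), have no logarithm and were not used. The floor of 16 and quantile normalization as the main setting were chosen after the values were seen. The standard deviation within groups of signals near 0 was 2.86 to 3.20, so the floor of 16 lay 5.00 to 5.59 times above this noise. Percentile 20 of all values was 0.066, below this noise, and a floor there was run only as an alternative. Values at the floor of 16 have no order. Where all arrays of a group lay at the floor, a fold change is given as a lower bound (at least N-fold), and no fold is given where both groups did. The bound is strict only where no array of the other group lay at the floor. The standard error of a gene at the floor in several groups is understated, because such groups show no spread.

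The table holds 22277 probe sets. The 62 control sets of the manufacturer were kept out of the tests. Of the other 22215 probe sets, 8379 lay at the floor on all arrays, and the remaining 13836 (62.3%) were tested. Gene names came from the platform annotation supplied with the data. In it 19064 probe sets had 1 gene symbol, 1043 had several and 2108 were unnamed here. Gene identifiers of 19058 probe sets matched a current gene table, and 0 symbols needed an update. Only probe sets with 1 symbol were named. The tested probe sets covered 8114 genes, and for each gene the probe set with the highest mean over all arrays was used.

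All 24 arrays were fitted together in limma (version 3.58.1, R 4.3.3) with 1 mean per group, lmFit, contrasts.fit and eBayes with default settings. The residual degrees of freedom were 16 and the prior degrees of freedom 1.65. p-values were two-sided and adjusted by the Benjamini-Hochberg method over the tested probe sets of each comparison. A probe set was called regulated at an adjusted p below 0.05 and a change of at least 2-fold. Each stimulus was compared with the untreated cells of the same time, the stimuli were compared with each other, the untreated cells were compared between times, and the effect of each stimulus at 8 h was compared with its effect at 1 h as an interaction. The precision is limited by the number of arrays, 3 per group. Arrays of 13836 probe sets were simulated for the CD3/CD28 comparison at 8 h, with 50 changed probe sets of each size. Of changes of 1.20 on the log2 scale 92% were recovered, and of those of 1.50 or more 100%. The number of unchanged probe sets called was 0. Recovery was not split by signal level, so these shares do not show the recovery of genes at the floor.

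Genes were grouped in 25 lists fixed before the data were examined: immediate early genes, MAPK feedback genes, NF-kB target genes, calcium and NFAT responsive genes, textbook Th1 and Th2 genes, Th1 and Th2 genes named in the study, cytokines and chemokines, surface activation markers, T cell receptor (TCR) complex and proximal signalling genes, immature thymocyte genes, interferon response genes, S phase and G2/M genes, ribosome biogenesis, glycolysis, cholesterol synthesis, apoptosis, stress response and quiescence genes, markers of B cells, myeloid cells and erythroid cells or platelets, and reference genes. Genes named in the study are not independent evidence: the study chose IL2, XCL1 and CCL1 on these samples and most of the others on a related experiment. IL2 and XCL1 are also in the calcium and NFAT list and in the cytokine list. Each list with at least 3 measured members was tested with limma's fry, a rotation test of whether the genes of a list move, on balance, in 1 direction. Its p-values were adjusted over the lists of a comparison. fry does not compare a list with other genes, so camera with an estimated correlation, which does, was run as an alternative. The number of regulated members adjusted over the list alone was the same as over all probe sets unless a different number is given.

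The rule for the genes named in the text was fixed before the data were examined. For each stimulus against untreated cells it took the 10 regulated genes with the largest rise and the 5 with the largest fall whose 3 stimulated arrays all lay beyond the 3 control arrays. For PMA/CD28 against PMA/CD3 it took the 8 largest in each direction, and for the other comparisons the 4 largest. It also took a set of key genes of T cell activation and 2 to 4 examples of each gene list. The samples, tests, gene lists and most alternatives were also fixed before the data were examined.

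Overlaps of regulated probe sets were set beside the overlap of independent lists and beside unchanged groups simulated against the same controls (50 draws). Principal components were computed on the centred log2 values. RNA quality was read from the difference between the 3' and 5' control probe sets for ACTB and GAPDH, with an exact permutation test of 3 against 3 arrays, in which the smallest two-sided p is 0.1. The alternatives were other thresholds, genes in place of probe sets, removal of dim probe sets, other scalings, other floors, other variance models, array weights, fewer arrays in the fit, the replicate number as a block, and each array left out in turn. Some alternatives were added after the data were seen. These were no scaling, scaling to the 75th percentile, scaling of array medians, floors of 8 and 32 and a generalised log without a floor. Array brightness as a covariate and the gene lists and overlaps without 1 array at 1 h were also added then. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.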

Results

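Gene expression was measured in Jurkat T cells that were left untreated or stimulated for 1 h or 8 h with CD3/CD28, PMA/CD28 or PMA/CD3. CD3 is the signalling part of the T cell receptor, CD28 is its main costimulatory receptor, and PMA is a phorbol ester that activates protein kinase C directly and so bypasses the receptor. CD3/CD28 and PMA/CD3 therefore contained an antibody against the receptor, whereas PMA/CD28 did not. The comparisons addressed how the transcriptional response of a T cell depends on the combination of signals and on the duration of stimulation. There were 24 arrays in 8 groups of 3, and this number limits the precision of every value. Arrays of the same group correlated at 0.986 to 0.994. The array labelled PMA/CD28 1 h replicate 1 lay apart from the other 2 arrays of its group, so PMA/CD28 results at 1 h are also given without it, a choice made after the data were seen. The fit has 1 variance per gene over all groups, so this array also enters the standard errors at 8 h. Without it CD3/CD28, PMA/CD28 and PMA/CD3 regulated 341, 760 and 677 probe sets at 8 h, but single genes can depend on it more.

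Stimulation changed the expression of up to 190 probe sets at 1 h and of up to 760 at 8 h. At 1 h CD3/CD28 regulated 190 probe sets (174 higher, 16 lower), PMA/CD28 153 (141 higher, 12 lower) and PMA/CD3 186 (167 higher, 19 lower). At 8 h CD3/CD28 regulated 341 (208 higher, the others lower), PMA/CD28 760 (399 higher, 361 lower) and PMA/CD3 676 (373 higher, 303 lower). The balance between higher and lower at 8 h depended on the scaling. With no scaling between arrays it was 231 higher and 108 lower for CD3/CD28 and 314 and 396 for PMA/CD3, and 434 of 785 were lower for PMA/CD28. With array medians scaled it was 369 and 424 for PMA/CD28 and 358 and 345 for PMA/CD3. Without scaling the median of the brighter probe sets moved by -0.12 for PMA/CD28 and by -0.13 for PMA/CD3 at 8 h, so that probe sets were compared with a lower level in these groups. In the principal component analysis, component 1 held 36.3% of the variance. The stimulated groups had mean scores on it of -15.3, -13.6 and -15.3 at 1 h (CD3/CD28, PMA/CD28 and PMA/CD3) and of 16.2, 34.3 and 32.3 at 8 h, against -20.8 and -17.9 for the untreated cells. Component 2 (19.9%) held the stimulated groups at 1 h at -17.7, -15.4 and -20.3 and the untreated cells at 20.6 and 24.2, with 11.8, -2.15 and -1.09 for the stimulated groups at 8 h. Component 3 (8.02%) held PMA/CD28 at 8 h at 20.5, with CD3/CD28 at -15.8 and PMA/CD3 at -10.3.

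**Figure D1:**
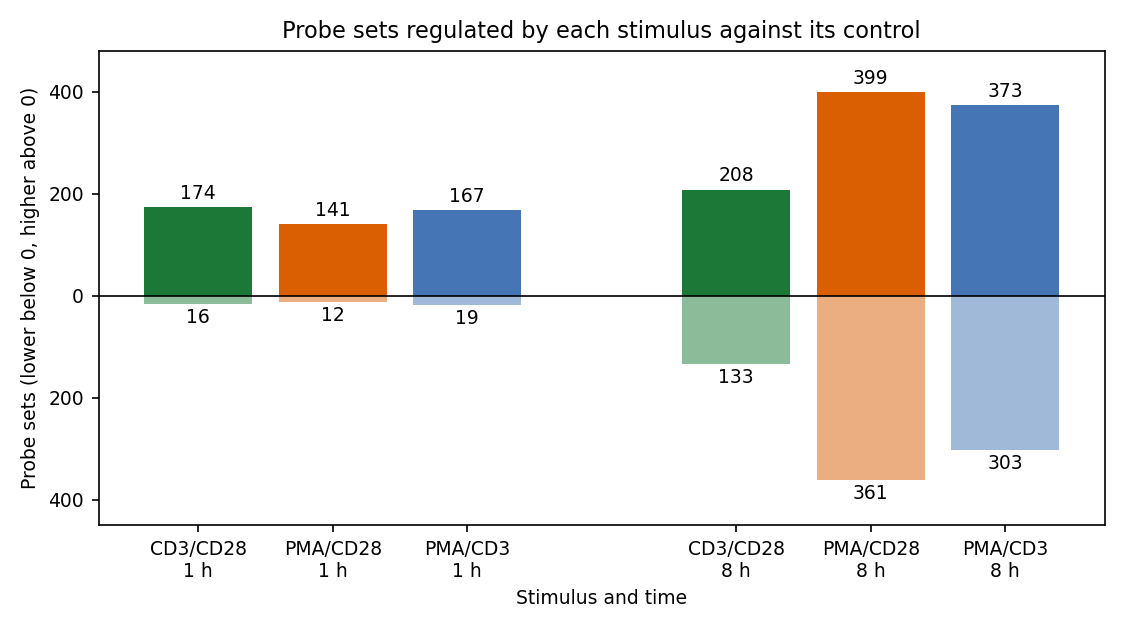
Number of probe sets regulated by each stimulus at 1 h and 8 h (vertical axis), with bars up for higher and bars down for lower expression than in untreated cells of the same time. At 1 h most regulated probe sets were higher, and at 8 h PMA/CD28 (760) and PMA/CD3 (676) regulated more probe sets than CD3/CD28 (341).

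After 1 h of CD3/CD28 stimulation, genes of the immediate early response rose steeply, together with feedback inhibitors of MAPK and NF-kB signalling and the activation marker CD69. NR4A1, an orphan nuclear receptor induced by receptor signalling, rose 91.8-fold (log2 6.52, SE 0.20, n = 3, limma adjusted p = 4.08e-14). EGR3, a zinc finger transcription factor of the same response, rose 83.9-fold (log2 6.39, SE 0.27, n = 3, adjusted p = 4.29e-12). The untreated means of NR4A1 (log2 4.21) and EGR3 (4.54) lay near the floor (log2 4), so their folds at 1 h may depend on it. The survival gene IER3 rose 60.8-fold (log2 5.93). CD69, an early surface marker of activated lymphocytes, rose 27.8-fold, from a signal of 81.4 ± 20.9 to 2212 ± 149 (SD, n = 3). Of 18 measured immediate early genes 16 were higher, with a mean log2 difference of 3.76 (fry, adjusted p = 6.36e-25). They included EGR4 (at least 61.7-fold), NR4A3 (log2 at least 5.92), the AP-1 subunits JUN (at least 43.3-fold), FOS (at least 3.89), FOSB (at least 4.15) and JUNB (4.59), KLF10 (4.88) and EGR1 (3.30). Of 17 NF-kB target genes 12 were higher (adjusted p = 2.25e-16), among them the inhibitor NFKBIA (4.46), CD83 (3.64), the deubiquitinase TNFAIP3 (3.32), lymphotoxin beta (LTB, 3.25) and TNF (at least 2.65). Among 12 MAPK feedback genes 5 were higher, or 6 when adjusted over the list alone (adjusted p = 2.25e-16), led by the phosphatases DUSP2 (26.4-fold), DUSP5 (3.70) and DUSP10 (3.24). NR4A1, EGR3, NR4A3 and TNF were also the 4 of 12 calcium and NFAT responsive genes that were higher (adjusted p = 9.5e-10). The kinase SGK1 rose by 4.79.

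Smaller groups of genes also rose after 1 h of CD3/CD28. Cytokine and chemokine genes were higher for 3 of 24 members, namely LTB, TNF and CXCL8 (at least 2.89; adjusted p = 5.43e-08), and surface activation markers for 4 of 16, with the costimulatory receptor ICOS at 2.37 or more (adjusted p = 1.07e-14). Apoptosis genes were higher for 4 of 22 (adjusted p = 3.97e-11), including the cell cycle inhibitor CDKN1A (at least 2.60), GADD45B (2.48) and the survival gene MCL1 (2.45). Stress and unfolded protein response genes were higher for 4 of 15 (adjusted p = 2.68e-10), led by PPP1R15A (2.38) and DDIT3 (1.96). Of 9 textbook Th1 genes 3 were higher (IL27RA at least 3.04, TNF, RUNX3 1.95; adjusted p = 3.41e-12), and of 11 textbook Th2 genes 2 were (JUNB and GATA3, 1.80; adjusted p = 3.03e-08). Cholesterol synthesis genes were higher on average (mean 0.18, 0 of 13 regulated, adjusted p = 7.26e-06, HMGCS1 0.95). Immature thymocyte genes were lower on average (mean -0.19, 0 of 16 regulated, adjusted p = 1.01e-10). Among single genes SOX11, a transcription factor, fell by 2.11, RHOH, a haematopoietic GTPase, fell by 1.50, and ADAMTS1, a protease, fell by 1.29. CASP5 (-1.41) and SARS2 (lower by at least 1.41, since a group lay at the floor) were also among the largest falls, but without control 1 h replicate 1 their adjusted p were 0.18 and 0.125, and their calls were also lost without any of several other arrays. ADAMTS1 had an adjusted p of 0.11 with no scaling between arrays.

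PMA/CD28 induced much of the same early response at 1 h in the absence of CD3 antibody. IER3 rose by 5.90, NR4A1 55.6-fold (log2 5.80), EGR3 by 5.78, EGR4 by at least 5.70, JUN by at least 5.48, SGK1 by 4.97, CD69 by 4.83, DUSP2 by 4.68, KLF10 by 4.66, and JUNB and NFKBIA by 4.53 each. LTB rose by 3.74, CD83 by 3.66, DUSP10 by 3.62, EGR1 by 3.31, GATA3 by 1.88 and RUNX3 by 1.77. Of the immediate early genes 14 of 18 were higher (mean 3.34, fry adjusted p = 2.35e-23), of the MAPK feedback genes 5 of 12 (adjusted p = 1.51e-15) and of the NF-kB targets 9 of 17 (adjusted p = 2.73e-16). Textbook Th1 genes were higher for 3 of 9 (adjusted p = 1.49e-12) and textbook Th2 genes for 2 of 11 (adjusted p = 7.19e-08, and adjusted p = 0.124 with an estimated correlation). Stress response genes were higher for 5 of 15 (adjusted p = 6.65e-11), cytokine genes for 5 of 24 (adjusted p = 8.67e-09), apoptosis genes for 4 of 22 and surface markers for 3 of 16. SOX11 fell by 2.29, RHOH by 1.44, APOL6 by 1.16, HILPDA by 1.15 and ADAMTS1 by 1.12, the last with an adjusted p of 0.32 with no scaling between arrays.

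Several PMA/CD28 values at 1 h rested on the array labelled PMA/CD28 1 h replicate 1. NR4A3 was higher by at least 4.16 with this array and by at least 3.10 without it, TNF by at least 1.96 and 1.13, and FOS by at least 3.15 and 2.73. FOSB was not regulated (1.45, adjusted p = 0.272), nor was ICOS (0.83, adjusted p = 0.301). Both lay at the floor on the other 2 arrays and in untreated cells, so these values are not lower bounds. CXCL8 was at least 1.57 higher with the array and not regulated without it (at least 0.98). Conversely, the chemokine gene CCL1 was not regulated with the array (0.97, adjusted p = 0.0252) and rose by at least 1.46 without it. The first value is not a lower bound, because CCL1 lay at the floor on this array too. Without the array PMA/CD28 regulated 165 probe sets (148 higher, 17 lower), with 14 immediate early genes and 11 NF-kB targets higher. Fitted on the 6 arrays of this comparison alone, the count was 99. Calcium and NFAT responsive genes were also higher without the array (4 of 12, mean 1.21, fry adjusted p = 2.18e-14). The paper reports no calcium response and no nuclear NFAT with PMA/CD28. A rise of this list at 1 h therefore cannot be read as calcium signalling alone.

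PMA/CD3 gave values at 1 h close to those of CD3/CD28. NR4A1 rose by 6.52, EGR3 by 6.46, NR4A3 by at least 6.07, EGR4 by at least 6.01, IER3 by 5.99, JUN by at least 5.44, KLF10 by 4.87, CD69 by 4.80, SGK1 by 4.76, DUSP2 by 4.73, FOSB by at least 4.08 and FOS by at least 4.06. CXCL8 rose by at least 2.88, TNF by at least 2.76, ICOS by at least 2.17, RUNX3 by 1.91, GATA3 by 1.73 and HMGCS1, an enzyme of cholesterol synthesis, by 1.10. Immediate early genes were higher for 16 of 18 members (mean 3.78, fry adjusted p = 5.77e-25), NF-kB targets for 11 of 17 (adjusted p = 1.82e-16), MAPK feedback genes for 6 of 12 (adjusted p = 1.82e-16), stress genes for 5 of 15 and apoptosis genes for 3 of 22 (adjusted p = 2.4e-10 each). SOX11 fell by 1.90, RHOH by 1.57, ADAMTS1 by 1.55, and HILPDA and ZFP30 by 1.27 each.

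The stimuli overlapped widely at 1 h. All 3 stimuli raised 130 probe sets and lowered 7. CD3/CD28 and PMA/CD3 shared 169 probe sets regulated in the same direction, where independent lists would share 2.12, and each shared 139 with PMA/CD28, where independent lists would share 1.79 and 1.72. Unchanged groups simulated against the same controls shared 0. In the simulated comparisons at 8 h 0 unchanged probe sets were called at all. An overlap of 0 can thus follow from a lack of calls and does not measure the effect of shared controls. Part of the excess may still come from the shared controls, which are too few to be split.

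Tested directly, the CD3-containing stimuli did not differ at 1 h. PMA/CD3 and CD3/CD28 differed in 0 probe sets with limma, with 670 at an unadjusted p below 0.05. The count was also 0 with array weights, with trended and robust variances and without a floor, 1 in a fit of these 6 arrays alone and 4 with the floor at percentile 20. For each gene list the adjusted p was at least 0.414. PMA/CD28 differed from PMA/CD3 in 3 probe sets, all lower. They included GEM, a small GTPase (-1.12, adjusted p = 0.0364), and SIK1, a salt-inducible kinase (-1.16, adjusted p = 0.0238). Against CD3/CD28 it also differed in 3, all lower, including the protease PLAU (-1.02, adjusted p = 0.00573) and APOL6 (-1.06, adjusted p = 0.00826). Immediate early genes were lower with PMA/CD28 than with PMA/CD3 as a group (mean -0.44, fry adjusted p = 3.97e-07) and than with CD3/CD28 (mean -0.43, adjusted p = 1.51e-06), with 0 members regulated over all probe sets and 2 lower when adjusted over the list alone in each comparison. Single arrays decided these counts. Without the array labelled PMA/CD28 1 h replicate 1 they rose to 38 (9 higher, 29 lower) and 34 (5 higher, 29 lower), and without PMA/CD28 1 h replicate 3 both fell to 0.

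Without the array labelled PMA/CD28 1 h replicate 1, several immediate early genes were lower with PMA/CD28 than with PMA/CD3. FOSB (-4.08, adjusted p = 7.79e-17) and ICOS (-2.17) were lower by at least these values, since both remaining PMA/CD28 arrays lay at the floor. With all arrays FOSB was not regulated (-2.62, adjusted p = 0.248). NR4A3 was lower by 2.97, SPRY1, a feedback inhibitor of receptor signalling, by 2.13, CXCL8 by 1.89, TNF by 1.63, FOS by 1.32 and NR4A1 by 1.04. CCL1 was higher by 1.44, RGS16 by 1.30 and CHAC1 by 1.29. Immediate early genes were then lower for 6 of 18 members (mean -0.58, adjusted p = 1.74e-13) and calcium and NFAT responsive genes for 4 of 12 (mean -0.58, adjusted p = 4.92e-11). On the 38 probe sets of this difference, scaled so that the other 2 PMA/CD28 arrays lay at 0 and PMA/CD3 at 1, the array had a median position of 1.13, and the 6 arrays with CD3 antibody lay between 0.913 and 1.01. On the 9 of these probe sets that were higher with PMA/CD28 it lay at 1.32, and the arrays with CD3 antibody at 0.878 to 1.06. Untreated cells lay at 1.32 to 1.36, but the median probe set, KLF6, was at the floor on the array and in untreated cells. The match is therefore a tie at the floor. The array lay above untreated cells for RGS16 (4.50 and 4.80 against 4) and CHAC1 (5.47 against 4.69). It lay below them for 1 unnamed probe set (4.30 against 5.34) and near them for FAS (6.51 and 6.10 against 6.23 and 6.15).

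**Figure D2:**
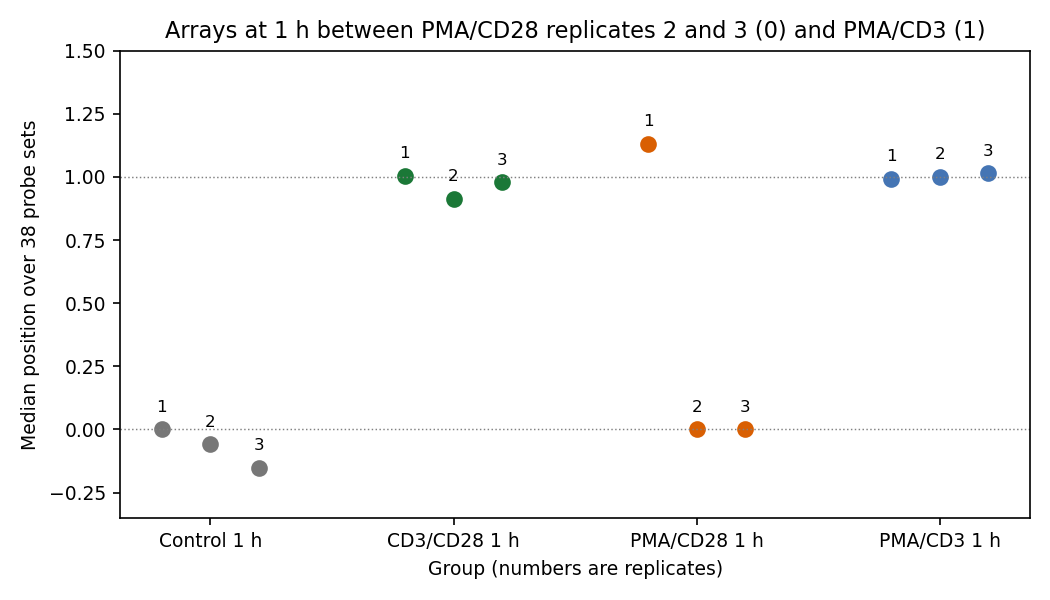
Median position of each 1 h array (points) over the 38 probe sets that differed between PMA/CD28 replicates 2 and 3 (position 0) and PMA/CD3 (position 1). The array labelled PMA/CD28 1 h replicate 1 lay at 1.13, closer to the arrays with CD3 antibody than to the others of its group.

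**Figure D3:**
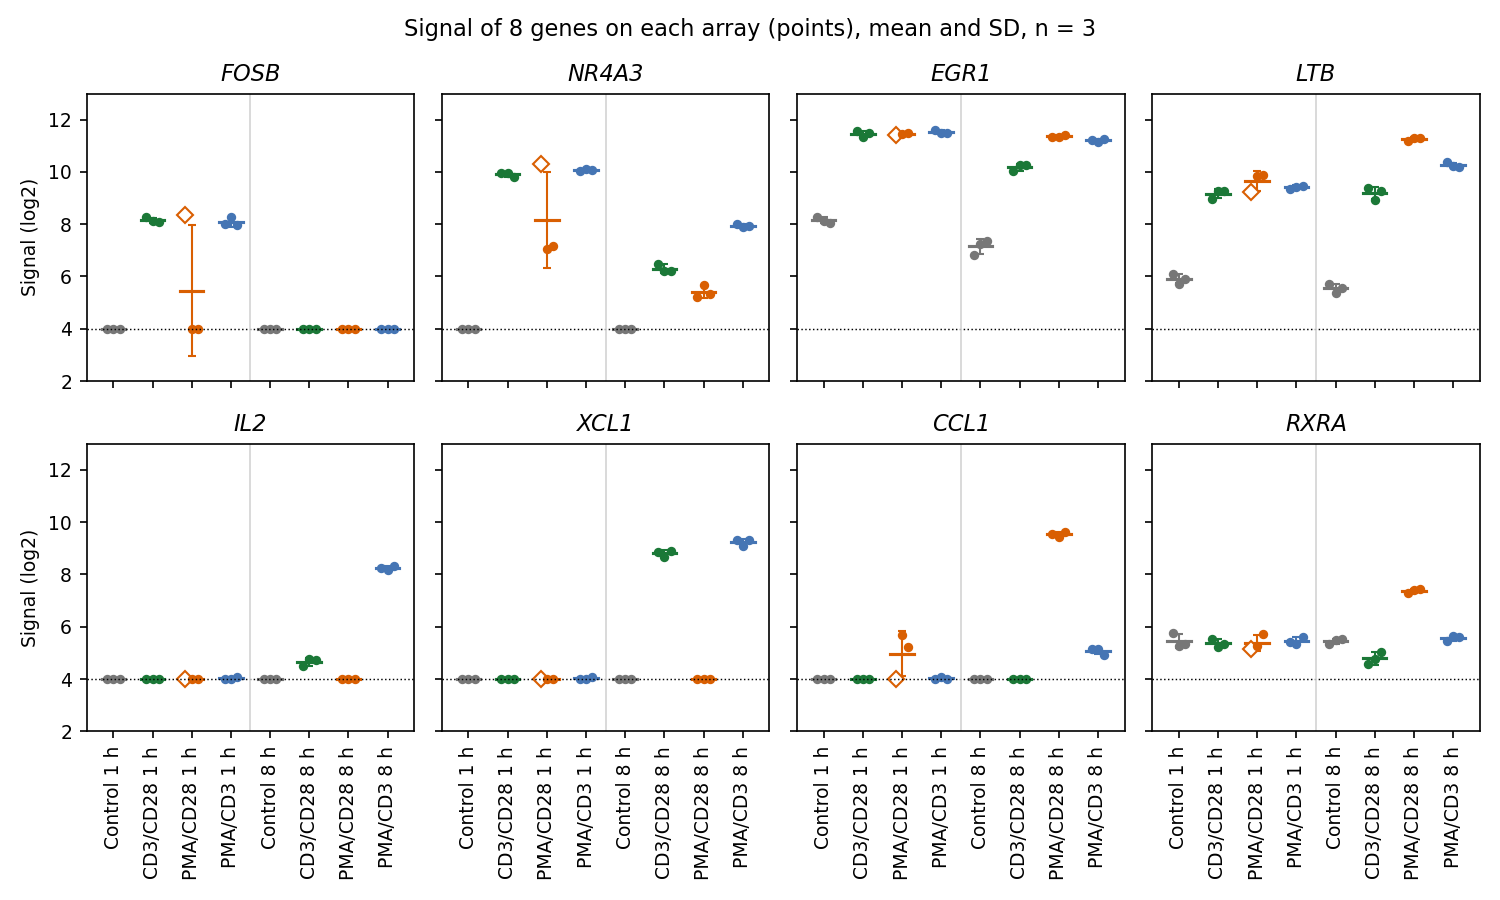
Log2 signal of FOSB, NR4A3, EGR1, LTB, IL2, XCL1, CCL1 and RXRA on each array (points) with the mean and SD of each group (n = 3), where the dotted line is the floor and the open diamond the array labelled PMA/CD28 1 h replicate 1. At 8 h IL2 was high with PMA/CD3, XCL1 with PMA/CD3 and CD3/CD28, and CCL1 and RXRA with PMA/CD28.

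After 8 h of CD3/CD28 stimulation XCL1 and CD27 showed the largest rises at the floor of 16, where several other values are only lower bounds. XCL1, a chemokine gene whose probe set is shared with its near copy XCL2, was at least 28.1-fold higher (log2 at least 4.82, signal 451 ± 36.5, SD, n = 3). CD27, a costimulatory receptor of the TNF receptor family, was 21.4-fold higher (log2 4.42, limma adjusted p = 1.18e-14). CD27 lay at the floor in untreated cells at 1 h, so its folds at 8 h may depend on the floor. IER3 was 14.5-fold higher, LTB 12.7-fold (log2 3.66) and CD69 higher by 3.46. BCL2A1, a survival gene, rose by at least 3.67, EGR3 by 3.33, DUSP2 by 3.26, the tetraspanin CD82 by 3.11, SGK1 by at least 3.08, NR4A1 by 3.05 and EGR1 by 3.03. The cytotoxic protease GZMB rose by at least 2.75, TNFRSF4 (OX40) by at least 2.70, TNFSF10 (TRAIL) by 2.60, IL21R by at least 2.28, IL2RA by at least 2.24 and CCL4 by at least 1.73. Surface activation markers were higher for 7 of 16 members (fry adjusted p = 2.25e-18), NF-kB targets for 9 of 17 (adjusted p = 8.97e-14), MAPK feedback genes for 5 of 12 (adjusted p = 1.01e-15), cytokine genes for 5 of 24 (adjusted p = 1.07e-15) and apoptosis genes for 3 of 22 (adjusted p = 1.41e-10). Calcium and NFAT responsive genes were higher for 4 of 12, namely XCL1, EGR3, NR4A1 and NR4A3 (adjusted p = 3.88e-13). Of 18 immediate early genes 6 were still higher and MYC was lower (-1.06, and -0.98 and not regulated with no scaling). The textbook Th1 list held 1 higher gene, RUNX3 (1.12; adjusted p = 4.68e-08, and adjusted p = 0.0766 with an estimated correlation), and the textbook Th2 list 3 of 11, including IL4R (1.40; adjusted p = 1.55e-05).

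Genes of immature T cells fell with CD3/CD28 at 8 h. The receptor NOTCH3 fell by 2.29, DNTT, the polymerase of receptor gene rearrangement, by 2.01, BCL11B by 1.39 and RAG2 by at least 1.00, and these were the 4 of 16 thymocyte genes that were lower (mean -0.60, fry adjusted p = 9.43e-16). RAG2 was at -0.93 and not regulated without control 8 h replicate 3. TSHR fell by 2.20, NXN was at -2.18, MAL at -1.95 and the quiescence factor KLF2 at -1.18. S phase genes were lower on average (mean -0.30, 0 of 23 regulated, adjusted p = 7.71e-13). Cholesterol synthesis genes were higher on average (mean 0.44, 1 of 13 regulated, HMGCS1 1.09; adjusted p = 8.78e-11). Interferon response genes were lower on average (mean -0.22, adjusted p = 1.41e-06), although IRF7 rose by 1.14. Of the TCR signalling genes LCP2 (1.76), CBLB (1.55) and PTPN22 were higher (3 of 24; adjusted p = 0.00234, and adjusted p = 0.267 with an estimated correlation), and the mean of this list (0.18) and its median (-0.01) differed in sign. IL2 was not regulated at the 2-fold minimum (at least 0.65, adjusted p = 3.87e-08, signal 25.2 ± 2.45), and neither were IL3 (at least 0.53), GATA3 (0.65) and CFLAR (0.84). Without a floor, on a generalised log scale, IL2 passed this minimum (1.16).

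PMA/CD28 at 8 h raised LTB, IER3, SGK1 and CCL1 most at the floor of 16, where SGK1, CCL1 and some other genes have only lower bounds. CCL1, a chemokine that attracts Th2 cells, was at least 46.5-fold higher (log2 at least 5.54, SE 0.25, n = 3, limma adjusted p = 4.36e-12), with a signal of 745 ± 43.2. LTB was 52.9-fold higher (log2 5.72), IER3 48.9-fold (5.61) and SGK1 at least 5.58 on the log2 scale. TNFSF10 rose by 4.94, TNFRSF4 by at least 4.86, DUSP2 by 4.77, CD69 by 4.37, DUSP6 by 4.26, EGR1 by 4.21 and the cytokine gene IL16 by 4.12. Lymphotoxin alpha (LTA) rose by at least 3.04, IL21R by at least 2.79, IL4R by 2.73, IL2RA by at least 2.41, STAT5A by 2.33, RUNX3 by 2.28, and GATA3, the Th2 transcription factor, by 1.78. IL2, IL3, XCL1 and GZMB stayed at the floor, and CD27 did not differ from the control (-0.01). NF-kB targets were higher for 12 of 17 members (fry adjusted p = 1.39e-17), MAPK feedback genes for 7 of 12 (adjusted p = 9.88e-18), surface markers for 7 of 16, with CD7 lower (-1.46; adjusted p = 1.39e-17), apoptosis genes for 8 of 22, including CDKN1A (at least 2.69) and CFLAR (2.45; adjusted p = 4.49e-15), and immediate early genes for 10 of 18, with MYC lower (-2.21; adjusted p = 1.21e-18). Stress response genes were higher for 5 of 15, led by DDIT3 (3.32) and TRIB3 (2.69), while the chaperone DNAJB1 fell by 1.52 (adjusted p = 8.97e-11). Cytokine genes were higher for 5 of 24, namely LTB, CCL1, TNFSF10, IL16 and LTA (adjusted p = 7.62e-14). Of the calcium and NFAT responsive genes 4 of 12 were higher and the calcineurin regulator RCAN1 was lower (-1.25; mean 0.53, adjusted p = 0.000202, and adjusted p = 0.393 with an estimated correlation).

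The 7 measured Th2 genes named in the study were all higher with PMA/CD28 at 8 h (mean 2.59, fry adjusted p = 1.77e-18): CCL1, LTA, CFLAR, PGLYRP4 (at least 2.29), RXRA (1.93, signal 166 ± 9.72 against 43.6 ± 2.85 in the control), GATA3 and ICOS. These genes are not independent evidence of a Th2 direction, because the study chose CCL1 on these samples. ICOS (at least 1.11, adjusted p = 0.0481) lost its call when any 1 of the 6 arrays compared was left out (0.96, adjusted p = 0.145, without PMA/CD28 8 h replicate 2). Its standard error (0.42, the same with CD3/CD28) also holds the spread at 1 h. There ICOS was at 6.48 on the array labelled PMA/CD28 1 h replicate 1 and at 4 on the other 2. The weak call is therefore not a property of the 8 h arrays alone. With CD3/CD28 the list had 1 member higher (ICOS; adjusted p = 0.237 with an estimated correlation) and with PMA/CD3 4. Of 10 Th1 genes named in the study, 6 were higher with CD3/CD28 (mean 1.72), 3 with PMA/CD28 (mean 0.80, adjusted p = 0.0661 with an estimated correlation) and 7 with PMA/CD3 (mean 2.55), and SELPLG was lower with each stimulus. At 1 h 2 of these Th1 genes were higher with each stimulus (RUNX3 and TNFRSF4; adjusted p = 0.094, 0.206 and 0.149 with an estimated correlation). The textbook lists did not separate in the same way. With PMA/CD28 textbook Th1 genes were higher for 3 of 9 (LTA, RUNX3 and IL27RA, mean 0.89, adjusted p = 1.77e-14) and textbook Th2 genes for 4 of 11 (JUNB, IL4R, STAT5A and GATA3, mean 0.87, adjusted p = 2.53e-10).

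Many genes fell with PMA/CD28 at 8 h. NXN fell by 2.67, KLHL21 by 2.63, IGLL1, the surrogate light chain, by 2.54, the growth factor PDGFC by 2.50, TNFRSF21 by 2.45, MYC by 2.21, NOTCH3 by 1.92, KLF2 by 1.86, DNTT by 1.59, CD1D by 1.53 and BCL11B by 1.23. Thymocyte genes were lower for 5 of 16 (mean -0.71, adjusted p = 3.84e-17), and S phase genes were lower on average (mean -0.39, 1 of 23 regulated, adjusted p = 4.12e-14). Interferon response genes were higher for 4 of 17, namely IRF9 (1.76), IRF7 (1.74), TAP1 and GBP1 (adjusted p = 9.78e-07, and adjusted p = 0.0671 with an estimated correlation). Ribosome biogenesis genes were lower on average (mean -0.22, 0 of 19 regulated, adjusted p = 1.58e-09, and adjusted p = 0.0554 with an estimated correlation). Glycolysis genes were lower on average (mean -0.16, adjusted p = 1.01e-05, and adjusted p = 0.221 with an estimated correlation), with the glucose transporter SLC2A1 at -1.56 and SLC2A3 higher. TCR signalling genes were higher for 4 of 24, including the adaptor LAT (1.23), and RASGRP1, a Ras exchange factor, fell by 1.40 (adjusted p = 0.00025, and adjusted p = 0.221 with an estimated correlation). Of 4 measured B cell markers CD79A was higher (1.28, mean signal 131 against 55.5) and BLK lower (-1.07, a bound at the floor; list adjusted p = 0.733). BLK was at -0.99 and not regulated without control 8 h replicate 2.

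PMA/CD3 at 8 h raised XCL1, GZMB and CD27, as CD3/CD28 did. PMA/CD3 also raised IL2 and IL3, for which CD3/CD28 gave lower bounds below the 2-fold minimum (at least 0.65 and 0.53). IL2, the T cell growth factor, was at least 18.8-fold higher (log2 at least 4.23, n = 3, limma adjusted p = 1.68e-20), with a signal of 301 ± 15.8. XCL1 was at least 37.6-fold higher (log2 at least 5.23, signal 603 ± 48.7), and the haematopoietic cytokine IL3 rose by at least 3.61. IER3 rose by 5.55, BCL2A1 by at least 5.26, SGK1 by at least 5.03, DUSP2 by 4.80, LTB by 4.73, GZMB by at least 4.49, NR4A1 by 4.43, CD69 by 4.24, DUSP5 by 4.18, TNFSF10 by 4.14 and EGR1 by 4.06. NR4A3 rose by at least 3.94, IL2RA by at least 3.70, CD82 by 3.53, TNFRSF4 by at least 3.52, CD27 by 3.47, IL21R by at least 3.44, EGR3 by 3.43, REL by 2.75, IL4R by 2.70, RUNX3 by 1.87, LTA by at least 1.65, STAT4 by at least 1.40 and CCL1 by at least 1.07. TBX21, which encodes the Th1 factor T-bet, was higher by at least 0.88 (adjusted p = 1.83e-06), a lower bound below the 2-fold minimum, as the control lay at the floor, and RXRA was not higher (0.12). Cytokine genes were higher for 12 of 24 members (fry adjusted p = 3.53e-20), calcium and NFAT responsive genes for 7 of 12, with RCAN1 lower (-1.23; mean 2.16, adjusted p = 1.49e-17), MAPK feedback genes for 8 of 12 (adjusted p = 1.94e-19), NF-kB targets for 11 of 17 (adjusted p = 9.63e-18), surface markers for 7 of 16 (adjusted p = 4.62e-21), immediate early genes for 10 of 18 (adjusted p = 2.42e-20), apoptosis genes for 7 of 22 (adjusted p = 7.49e-16) and textbook Th1 genes for 5 of 9 (adjusted p = 4.29e-20). Stress response genes were higher for 7 of 15, with DDIT3 at 3.23, and DNAJB1 fell by 1.41 (adjusted p = 1.02e-12). Textbook Th2 genes were higher for 4 of 11 (adjusted p = 5.58e-08, and adjusted p = 0.0644 with an estimated correlation). GATA3, 1 of them, rose by 1.08 and was at 0.95 and not regulated with no scaling.

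The genes that fell with PMA/CD3 at 8 h included NXN (-2.78), TSHR (-2.56), NOTCH3 (-2.40), IGLL1 (-2.38), the selectin ligand SELPLG (-2.34), DNTT (-2.33), KLF2 (-2.05), BCL11B (-1.83) and CD1D (-1.63). Thymocyte genes were lower for 5 of 16 (mean -0.94, adjusted p = 1.73e-19), and S phase genes were lower on average (mean -0.49, adjusted p = 9.59e-16), with the replication licensing factor CDT1 at -1.23. Interferon response genes were higher for 4 of 17 (adjusted p = 5.74e-05, and adjusted p = 0.278 with an estimated correlation). Cholesterol synthesis genes were slightly lower on average with PMA/CD3 (mean -0.15, adjusted p = 0.00103, and adjusted p = 0.406 with an estimated correlation) and with PMA/CD28 (mean -0.10, adjusted p = 0.00841, and adjusted p = 0.735 with an estimated correlation). Ribosome biogenesis genes were higher on average with PMA/CD3 (mean 0.20, 0 of 19 regulated, adjusted p = 1.01e-05, and adjusted p = 0.0699 with an estimated correlation).

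**Figure D4:**
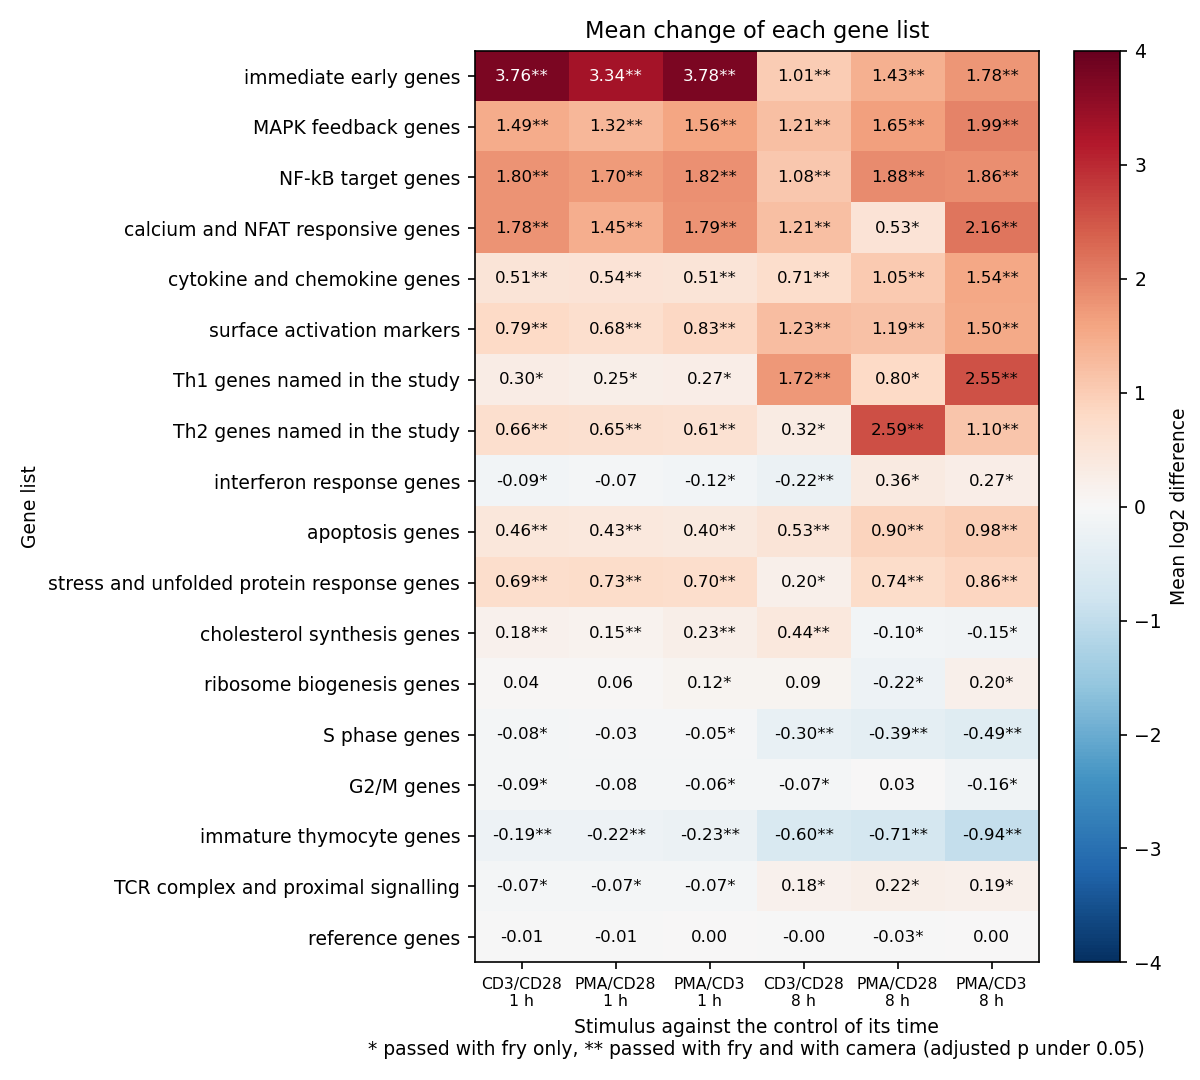
Mean log2 difference from untreated cells (colour) of 18 gene lists (rows) for the 3 stimuli at 1 h and 8 h (columns), where 1 asterisk marks lists that passed with fry only and a pair of asterisks lists that passed with fry and camera. Immediate early and NF-kB target genes were higher in each comparison, and thymocyte and S phase genes were lowest at 8 h.

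At 8 h all 3 stimuli raised 130 probe sets and lowered 92. PMA/CD28 and PMA/CD3 shared 460 probe sets regulated in the same direction (independent lists would share 18.7), CD3/CD28 and PMA/CD3 301 (8.52), and CD3/CD28 and PMA/CD28 227 (9.47), with 3 in opposite directions in the last pair. The simulated overlap was again 0, with the same reservation about shared controls. Only the PMA/CD28 comparison called 144 probe sets higher and 151 lower, which does not test a difference between stimuli. Tested directly, 51 probe sets were higher with PMA/CD28 than with both other stimuli, and 39 were lower.

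PMA/CD28 and PMA/CD3, which differ in the antibody given with PMA, differed in 136 probe sets at 8 h (53 higher and 83 lower with PMA/CD28). CCL1 was 22.2-fold higher with PMA/CD28 (log2 4.47, limma adjusted p = 3.56e-10), followed by the MAPK phosphatase DUSP6 (2.11), the neuropeptide gene ADCYAP1 (1.98), PRG2 (1.96), the Notch target HES1 (1.88), the nuclear receptor RXRA (1.81), FAM30A (1.61), AMPD3 (1.51), PGLYRP4 (1.41), LTA (1.39), TNFRSF4 (1.34) and CD79A (1.18). XCL1 was at least 37.6-fold lower with PMA/CD28 and IL2 at least 18.8-fold lower. GZMB (-4.49), IL3 (-3.61), CRTAM (-3.45), CCL4 (-3.34) and DUSP4 (-2.00) were lower by at least these values, since PMA/CD28 lay at the floor. CD27 was at -3.47 (11.1-fold higher with PMA/CD3), the transcriptional coactivator POU2AF1 at -3.32, NR4A3 at -2.54, PHLDA1 at -2.40, NR4A1 at -1.88, MYC at -1.59, EGR3 at -1.49 and IL2RA at -1.29. Of the calcium and NFAT responsive genes 6 of 12 were lower (mean -1.62, fry adjusted p = 3.32e-16), and of the cytokine genes 6 of 24 were lower and 3 higher (mean -0.49, adjusted p = 3.15e-16, and adjusted p = 0.0525 with an estimated correlation). Both lists hold IL2 and XCL1, which the study chose on these samples, so they are not fully independent evidence. Among the genes named in the study, 4 Th1 genes were lower and 1 higher (mean -1.75, adjusted p = 1.77e-23), and 4 Th2 genes were higher (mean 1.49, adjusted p = 4.63e-15), again not independent evidence. The textbook Th1 list had 1 member higher and 1 lower (LTA and IL2; adjusted p = 1.95e-15, and adjusted p = 0.469 with an estimated correlation), and the textbook Th2 list 0 regulated members (mean 0.26, adjusted p = 0.000853, and adjusted p = 0.138 with an estimated correlation). Among 12 MAPK feedback genes DUSP6 was higher, and PHLDA1 and DUSP4 were lower, with 3 lower when adjusted over the list alone. Ribosome biogenesis genes were lower with PMA/CD28 (mean -0.42, 0 of 19 regulated, adjusted p = 3.96e-12). Thymocyte genes (mean 0.24, adjusted p = 1.05e-10) and G2/M genes (mean 0.18, adjusted p = 1.72e-06) were higher on average. Immediate early genes had 4 lower members, a mean of -0.34 and a median of 0.06 (adjusted p = 2.97e-06, and adjusted p = 0.448 with an estimated correlation). The call of CD79A was lost without PMA/CD3 8 h replicate 3 (0.96).

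Compared with CD3/CD28, PMA/CD28 at 8 h differed in 292 probe sets (187 higher, 105 lower). CCL1 was higher by at least 5.54, the growth factor PDGFA by 3.53, DUSP6 10.9-fold (log2 3.45), the lipid kinase PIK3C2B by 3.27, LTA by at least 3.04, DDIT3 by 2.98, CDKN1A and RXRA by 2.59 each, IL16 by 2.39, TNFSF10 by 2.35, LTB by 2.06, CFLAR by 1.61 and GATA3 by 1.13. XCL1 (-4.82) and GZMB (-2.75) were lower by at least these values, since PMA/CD28 lay at the floor. CD27 was at -4.43, POU2AF1 at -3.83, the IL-7 receptor IL7R at -2.18, EGR3 at -1.39 and MYC at -1.16. NF-kB targets were higher for 6 of 17 (mean 0.81, fry adjusted p = 1.11e-11), interferon response genes for 3 of 17, including GBP1 (1.57) and IRF1 (1.49; adjusted p = 8.07e-11), and the Th2 genes named in the study for 6 of 7 (mean 2.27). Cholesterol synthesis genes (mean -0.54, adjusted p = 1.01e-11) and ribosome biogenesis genes (mean -0.31, adjusted p = 2.33e-10) were lower on average. Cytokine genes went both ways (5 higher, 2 lower), and their mean (0.34) and their test (lower, adjusted p = 0.00063, and higher at adjusted p = 0.221 with an estimated correlation) differed in sign. With floors of 8 and 32 and without a floor the test passed as higher (adjusted p = 0.00016, 9.57e-10 and 0.000125), so no direction is given for this list. Surface markers likewise had a mean of -0.04 and a median of 0.18 (adjusted p = 0.000184, and adjusted p = 0.414 with an estimated correlation).

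PMA/CD3 and CD3/CD28, which share the CD3 antibody, differed in 109 probe sets at 8 h, of which 96 were higher with PMA/CD3. IL2 was higher by 3.58, IL3 higher by 3.08, DDIT3 by 2.89, the signalling regulator RGS16 by at least 2.78, TRIB3 by 2.22, CDKN1A by 2.08, DUSP5 by 1.79, the antigen peptide transporter TAP1 by 1.76, GZMB by 1.74, IRF1 by 1.67, CCL4 by 1.61, IL2RA by 1.46 and NR4A1 by 1.38. IL7R (-1.47), IGLL1 (-1.29), OGN (-1.16) and ATP9A (-1.15) were lower, with OGN not regulated without PMA/CD3 8 h replicate 1 (-0.80). Cytokine genes were higher for 11 of 24 members (mean 0.84, fry adjusted p = 2.58e-15), immediate early genes for 7 of 18, or 8 when adjusted over the list alone (adjusted p = 2.55e-14), NF-kB targets for 6 of 17 (adjusted p = 1.22e-11), MAPK feedback genes for 6 of 12 (adjusted p = 9.5e-13), interferon response genes for 3 of 17 (adjusted p = 1.16e-09), calcium and NFAT responsive genes for 3 of 12, or 4 over the list alone (adjusted p = 4.47e-12), and stress genes for 2 of 15, or 3 over the list alone (adjusted p = 2.65e-10). Cholesterol synthesis genes (mean -0.59, adjusted p = 1.75e-12), thymocyte genes (mean -0.34, adjusted p = 5.38e-13) and S phase genes (mean -0.19, adjusted p = 1.09e-08) were lower.

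The responses at 1 h and 8 h were compared within each stimulus by an interaction. The effect differed between times for 353 probe sets with CD3/CD28, 592 with PMA/CD28 and 545 with PMA/CD3. Of the probe sets higher at 1 h, 55 of 174 were also higher at 8 h with CD3/CD28, 87 of 141 with PMA/CD28 and 92 of 167 with PMA/CD3. A smaller effect at 8 h than at 1 h was found for 109, 53 and 68 of them, and a larger effect at 8 h for 97, 229 and 206 of the probe sets higher at 8 h. With CD3/CD28 and with PMA/CD3, JUN, FOSB and TNF had a smaller effect at 8 h, and XCL1, GZMB and CD27 a larger one. CCL1 had a larger effect at 8 h with PMA/CD28, and IL2 with PMA/CD3. With no scaling the interaction counts were 210 for CD3/CD28 (71 higher, 139 lower, against 142 and 211 with scaling) and 335 for PMA/CD3 (119 and 216, against 265 and 280).

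Untreated cells at 8 h and at 1 h differed in 4 probe sets, all higher at 8 h, with 188 at an adjusted p below 0.05 at any fold and 1805 at an unadjusted p below 0.05. EGR1, looked up after its values were seen, was lower at 8 h and just short of the 2-fold minimum (SE 0.10, adjusted p = 4.29e-05), though its other probe set changed by only -0.25 (adjusted p = 0.752). Its signal with PMA/CD28 was 2814 ± 53.5 at 1 h and 2626 ± 95.3 at 8 h (SD, n = 3), so its larger effect at 8 h (4.21 against 3.31) came from the lower signal of untreated cells (285 ± 23.3 at 1 h and 144 ± 25.8 at 8 h). C10orf95 was 1 of them (1.32, adjusted p = 0.0258), and it was not regulated when any 1 of 5 of the 6 arrays was left out, for example at an adjusted p of 0.0973 without control 1 h replicate 1. The count ran from 2 without control 8 h replicate 2 to 12 without control 1 h replicate 2. S phase genes were slightly lower at 8 h (mean -0.11, fry adjusted p = 6.93e-05) and quiescence genes slightly higher (mean 0.19, adjusted p = 0.00243, and adjusted p = 0.138 with an estimated correlation).

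Other lists gave few or no regulated genes. At 1 h TCR signalling genes had small negative means with CD3/CD28, PMA/CD28 and PMA/CD3 (adjusted p = 0.00117, 0.00132 and 0.00468, and adjusted p = 0.283, 0.185 and 0.405 with an estimated correlation), which turned positive with no scaling for CD3/CD28 (0.06) and PMA/CD28 (0.05). S phase genes at 1 h passed for CD3/CD28 and PMA/CD3 (adjusted p = 0.00137 and 0.0034, and adjusted p = 0.283 and 0.363 with an estimated correlation), with means that were also positive with no scaling (0.06 and 0.01). G2/M genes at 1 h had adjusted p = 0.0054, 0.0502 and 0.0366, with 0 of 25 regulated and a positive mean for CD3/CD28 with no scaling (0.04), and interferon genes adjusted p = 0.0161, 0.0521 and 0.00405, but with an estimated correlation the lowest of these 6 was adjusted p = 0.266. Glycolysis genes at 1 h did not pass (adjusted p = 0.106, 0.837 and 0.355), although SLC2A3 rose by 1.54 with CD3/CD28. Quiescence genes at 8 h passed with PMA/CD28 only (2 higher and 2 lower of 13, adjusted p = 0.0355, and adjusted p = 0.762 with an estimated correlation; mean -0.07 with no scaling). Among 12 reference genes 0 were regulated in any comparison with control, and the list passed with PMA/CD28 at 8 h at a mean of -0.03 (adjusted p = 0.00425, and adjusted p = 0.627 with an estimated correlation). B cell markers gave adjusted p = 0.285, 0.547 and 0.915 at 1 h, and erythroid and platelet markers adjusted p = 0.398, 0.411 and 0.257 at 1 h and 0.177, 0.645 and 0.611 at 8 h. Only 1 myeloid marker was measured, so this list was not tested. The 3' minus 5' difference ran from 0.379 to 1.10 for ACTB and from 0.0967 to 0.277 for GAPDH over the arrays. The exact permutation tests between stimulated and untreated cells cannot give a p below 0.1 with 3 against 3 arrays. This value was reached for GAPDH at 1 h with CD3/CD28 (mean 0.186 against 0.110 in untreated cells) and with PMA/CD3 (0.198 against 0.110), so a difference in RNA quality at 1 h is not excluded.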

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

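The tests on the array labelled PMA/CD28 1 h replicate 1, the splits of the arrays, the test of the spread, the test without scaling and the test against CD3/CD28 were chosen only after the results were seen.

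Effects that differed between 1 h and 8 h drew attention because the difference between the times was tested directly. The interaction gave 353 probe sets for CD3/CD28, 592 for PMA/CD28 and 545 for PMA/CD3. A few genes were regulated in opposite directions at the 2 times. FJX1, a secreted Golgi protein gene, was higher at 1 h and lower at 8 h with each stimulus, with interactions of -2.85 for CD3/CD28 (1.68 at 1 h, -1.17 at 8 h, where the cells lay at the floor so that both the fall and the interaction are bounds), -2.59 for PMA/CD28 (1.44 and -1.15) and -2.85 for PMA/CD3 (1.82 and -1.04). HES1, a target of Notch signalling, did the same with CD3/CD28 (-2.89, from 1.68 to -1.21). APOL6 went the other way with PMA/CD28 (2.24, from -1.16 to 1.08).

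Some control probe sets of the manufacturer, which the comparisons left out, also moved. The 5' probe set of the 18S ribosomal RNA control was higher at 1 h with CD3/CD28 (1.07, limma adjusted p = 0.0264) and with PMA/CD28 (1.19, adjusted p = 0.009). The 4 control probe sets for a human transcript were higher at 8 h with PMA/CD28 (3.16, 3.93, 3.80 and 3.64) and with PMA/CD3 (3.28, 3.85, 3.74 and 3.59).

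The array labelled PMA/CD28 1 h replicate 1 did not match the other 2 arrays of its group. Its median position over 38 probe sets was 1.13, near the arrays with CD3 antibody (0.913 to 1.01). On the 9 of them higher in the other 2 arrays it lay at 1.32, beyond the CD3 antibody arrays (0.878 to 1.06). Untreated cells lay at 1.32 to 1.36. The median probe set, KLF6, was at the floor on the array and in untreated cells, so this match does not show the untreated level. GATA2 (0.17) and APOL6 (0.15) lay near the other 2 arrays, as did 1 PLAU probe set (-0.11). A position of 1.32 argues against a stronger response to PMA/CD28, while RNA of a culture with CD3 antibody under this label stays open. So does a shorter stimulation, which may leave genes at the untreated level: on 8 probe sets still rising after 1 h the median difference was 0.32, but they went both ways (TNFRSF4 -1.46, LTB -0.65). The label was kept, and no CD3/CD28 array lay below 0.913 on the 38 probe sets and no PMA/CD3 array below 0.990 on the 34 that separated CD3/CD28 from the other 2 arrays of PMA/CD28.

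PMA/CD28 regulated more probe sets at 8 h than CD3/CD28. Array brightness did not account for this, since with brightness as a covariate PMA/CD28 regulated 765. Neither did a smaller spread of the PMA/CD28 arrays, because the number of probe sets with a 2-fold difference of group means was 2.22 times higher whatever their p, nor the scaling, because with no scaling the ratio of the counts was 2.32. A wider response to PMA/CD28 is what remains among the explanations tried.

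Calcium and NFAT responsive genes were lower with PMA/CD28 than with PMA/CD3 at 8 h. The floor was not the reason, as the mean was -1.63 without a floor, and neither was the shared XCL1 and XCL2 probe set, as the mean was -1.30 without XCL1. The list was not tested without IL2, which the study also chose on these samples. Absence of CD3 antibody alone stays open. Of the 6 members lower than with PMA/CD3, only 2 were lower than with CD3/CD28 by at least 2-fold, but all 6 had a negative difference, and 2 of the others (IL2 and IL3) lay too near the floor with CD3/CD28 to reach that minimum. These 24 arrays hold no group with PMA or CD3 antibody alone. The paper reports that CD3 stimulation moved NFAT into the nucleus and that PMA/CD28 did not. It also describes a second array experiment with single stimuli and inhibitors, which is not among these arrays and was not used here.

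Splits of the 6 arrays of each comparison into other groups of 3 gave a coarse check, because only 10 splits exist and a share below 0.05 cannot be reached. For each stimulus against control only 1 split, the real one, gave as many calls (167, 99 and 167 at 1 h and 329, 757 and 673 at 8 h for CD3/CD28, PMA/CD28 and PMA/CD3, against 0 in any other). At 8 h the same held between stimuli (138 for PMA/CD28 against PMA/CD3, 295 against CD3/CD28 and 110 for PMA/CD3 against CD3/CD28, with at most 1 in any other). At 1 h PMA/CD28 and PMA/CD3 gave 0 in the real split, so that all 10 were as large, as for the controls, and the other 2 comparisons gave 1. For the interactions 100 splits were made, and 3, 8 and 7 of them gave as many probe sets for CD3/CD28, PMA/CD28 and PMA/CD3. The highest counts came from other splits (686, 1284 and 1186, against 324, 553 and 522 in the real one). These counts came from the split that kept the groups at 1 h and exchanged stimulated and untreated arrays at 8 h, which adds the effects of both times. Splits that mixed the groups at both times gave at most 2, and each split as large as the real one kept or exchanged the groups at 8 h, so the counts follow the structure of the samples. The splits therefore do not decide whether chance can be excluded for the interactions.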

How the results depend on the processing

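Several settings were chosen only after the results were seen. These were no scaling, scaling to percentile 75, array medians scaled, floors of 8 and 32, a generalised log and array brightness as a covariate.

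Directions were stable for single genes. Of 650 values of named genes in comparisons, 0 reversed under the settings in which they were fitted, which left out some values with a floor of 32 (640 fitted) and with only the arrays compared (605 fitted). The most calls were lost with a floor of 32 (60 of 640), a floor at percentile 20 (49), no scaling (36) and the generalised log (35), and with array weights 7 were lost and 4 gained. Percentile 20 (0.066) lay below the noise of signals near 0, so changes at that floor, here and below, may come from noise.

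Counts depended most on the threshold. For CD3/CD28, PMA/CD28 and PMA/CD3 at 1 h and then at 8 h they were 86, 76, 93, 153, 395 and 369 at an adjusted p below 1e-06, 1027, 712, 1125, 2493, 4959 and 4327 with no fold minimum, 78, 63, 82, 51, 120 and 120 with a 4-fold minimum, and 121, 98, 115, 215, 472 and 415 as genes in place of probe sets. PMA/CD28 against PMA/CD3, PMA/CD28 against CD3/CD28 and PMA/CD3 against CD3/CD28 gave at 8 h 59, 125 and 34 at the stricter p, 1579, 2805 and 1309 with no fold minimum, and 18, 49 and 15 with a 4-fold minimum. As genes the last 2 gave 190 and 72. The interactions for CD3/CD28, PMA/CD28 and PMA/CD3 were 72, 111 and 113 at the stricter p, 1252, 2581 and 2229 with no fold minimum, 75, 76 and 85 with a 4-fold minimum, and 215, 359 and 327 as genes. A stricter threshold and fewer units make these smaller by construction. Overlaps of CD3/CD28 with PMA/CD28, CD3/CD28 with PMA/CD3, and PMA/CD28 with PMA/CD3 at 1 h and then at 8 h were 72, 85, 74, 96, 139 and 246 at the stricter p and 505, 734, 537, 1921, 2159 and 3302 with no fold minimum.

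The small counts at 1 h and between the controls were unstable. PMA/CD28 against PMA/CD3 at 1 h gave 0 at the stricter p, at an adjusted p below 0.01, with a 4-fold minimum, with no scaling, with floors of 8 and 32, with the generalised log and with fewer arrays in the fit (those compared or those of the time point), 1 with array medians scaled, 5 with array weights and 19 with no fold minimum. PMA/CD28 against CD3/CD28 gave 0 at the stricter p, with a 4-fold minimum, with no scaling, with a floor of 32, with the generalised log and with only the arrays of the time point, 1 with only the arrays compared, 7 with a floor at percentile 20, 10 with no fold minimum and 14 with array weights. PMA/CD3 against CD3/CD28 gave 1 with no fold minimum and with only the arrays compared, and 4 with a floor at percentile 20. The controls gave 0 at the stricter p, with a 4-fold minimum, with no scaling, with a floor of 32, with the generalised log and with only the arrays compared, 1 at an adjusted p below 0.01, with array weights and as genes, 7 with a floor of 8, 11 with a floor at percentile 20 and 188 with no fold minimum. With only the arrays compared PMA/CD28 against control at 1 h gave 99. A floor of 32 gave 89 for PMA/CD28 against PMA/CD3 at 8 h, and no scaling gave interactions of 210 for CD3/CD28 and 335 for PMA/CD3. Apart from fewer arrays or stricter thresholds, the cause was not tested.

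With 1 array left out at a time, PMA/CD28 against PMA/CD3 at 1 h ranged from 0 to 38, PMA/CD28 against CD3/CD28 from 0 to 34, and the controls from 2 to 12. The other counts stayed within 1.5 times of those with all arrays. Without PMA/CD3 8 h replicate 1 the tested direction of the interferon response list between PMA/CD28 and PMA/CD3 at 8 h turned to lower and did not pass (adjusted p = 0.172), while its mean stayed positive (0.062 to 0.113 over the arrays left out).

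The gene list tests passed in 170 of 288 cases, in 111 with an estimated correlation (camera) and in 99 with no scaling. Where the tested direction changed, the means were small or the members went both ways. With no scaling the means were 0.061 (TCR), 0.061 (S phase) and 0.037 (G2/M) for CD3/CD28 at 1 h, 0.049 (TCR) for PMA/CD28 at 1 h, 0.008 (S phase) for PMA/CD3 at 1 h, -0.071 (quiescence) for PMA/CD28 at 8 h and 0.075 (TCR) for PMA/CD3 at 8 h. Between stimuli at 8 h they were -0.082 (G2/M) and 0.288 (cytokines) for PMA/CD28 against CD3/CD28, and -0.067 (ribosome biogenesis) for PMA/CD3 against CD3/CD28. The cytokine list for PMA/CD28 against CD3/CD28 also reversed with a floor at percentile 20 (-0.067), 8 (0.208) or 32 (0.547), the generalised log (0.163), camera (0.343) and all probe sets of the genes (0.497). Surface markers in the same comparison reversed with a floor at percentile 20 (0.096) and with camera (-0.040). With all probe sets of the genes MAPK feedback (-0.104) and apoptosis genes (0.101) reversed between PMA/CD28 and PMA/CD3 at 8 h. The cause was not tested. Of the tests of B cell and of erythroid and platelet markers against control 0 of 12 passed, and 2 of 6 did when dim probe sets were left out.

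The replicate number as a block left the counts almost unchanged (189, 152, 186, 341, 757 and 676 for the 6 comparisons with control in the order above), with 1 call of 650 for named genes and 6 of 288 list calls changed. Whether the numbers pair the arrays was not settled. The median correlation of residuals over pairs with the same number was 0.003 (-0.306 to 0.392), but 12 of 24 arrays were closest to an array of their own number, and in 2 of 28 pairs of groups all 3 correlations were above 0.1. One of these was the controls at 1 h and 8 h (0.125 to 0.318), whose comparison gave 4 probe sets with the block as without it. The planned floors at percentiles 5 and 1 were not run, because they were negative. Signal over the floor limited the measured range, as 8379 probe sets lay at the floor on all arrays.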

Other observations

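The correlation with array brightness was chosen only after the values were seen. So were the genes named in this part, which lie outside the rule for named genes except for GZMB, IFNG and CXCL10.

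At 8 h 51 probe sets were higher with PMA/CD28 than with both other stimuli, and 39 were lower. SEMA4A, a semaphorin of immune cells, rose by 2.81 with PMA/CD28 and was higher by 1.99 than with CD3/CD28 and by 1.38 than with PMA/CD3. PRF1, the pore protein of cytotoxic granules, rose by 2.02 with PMA/CD28, and it was also higher with PMA/CD3 than with CD3/CD28. GZMA and GZMB, proteases of the same granules, were among the 39. GZMA rose by 1.70 with CD3/CD28 and by 1.91 with PMA/CD3, and its change with PMA/CD28 was 0.60. The matrix protease gene MMP9 rose by 1.41 and the inhibitory receptor gene CD300A by at least 1.49 with PMA/CD28.

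Both PMA stimuli exceeded CD3/CD28 for 59 probe sets at 8 h, which was the largest of these groups. IL23A, a cytokine subunit, rose by 2.23 with PMA/CD28 and by 2.31 with PMA/CD3, and did not pass the 2-fold minimum with CD3/CD28 (0.85). VEGFA, a growth factor of blood vessels, rose by 2.40 and 2.42, and was not regulated by CD3/CD28 (0.21). The transcription factor BHLHE40 rose by 1.95 and 1.98, and EPAS1 by 2.65 and 2.41. PMA/CD3 exceeded both other stimuli for 22 probe sets, including the chemokine gene CCL20 (at least 1.29) and NAMPT (1.59 and 2.05 for its probe sets). CD3/CD28 exceeded both for 8.

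Among residuals within groups, component 1 held 17.1% of the variance and was correlated with array brightness (r = 0.84, and 0.77 without the 2 arrays farthest from the others). The median SD within groups ran from 0.0745 for PMA/CD28 at 8 h to 0.121 for the controls. IFNG and CXCL10 lay at the floor on all arrays, so nothing is known here about their regulation.

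Of 259 named genes 110 had several probe sets, and 0 of them had probe sets called in opposite directions in the same comparison.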
